# Mouse Primordial Germ Cell-Like Cells Lack piRNAs

**DOI:** 10.1016/j.devcel.2022.11.004

**Published:** 2022-12-05

**Authors:** Navin B. Ramakrishna, Giorgia Battistoni, M. Azim Surani, Gregory J. Hannon, Eric A. Miska

## Abstract

PIWI-interacting RNAs (piRNAs) are small RNAs bound by PIWI-clade Argonaute proteins that function to silence transposable elements (TEs). Following mouse Primordial Germ Cell (mPGC) specification around E6.25, fetal piRNAs subsequently emerge in male gonocytes from E13.5 onwards. The *in vitro* differentiation of mPGC-Like Cells (mPGCLCs) from mESCs has raised the tantalizing prospect of studying the fetal piRNA pathway in greater depth. However, using single-cell RNA-seq and RT-qPCR along mPGCLC differentiation, we find that piRNA pathway factors are not yet expressed in D6 mPGCLCs. Moreover, we do not detect piRNAs across a panel of D6 mPGCLC lines using small RNA-seq. Our combined efforts from two laboratories highlight that *in vitro* differentiated D6 mPGCLCs do not yet resemble E13.5 or later mouse gonocytes where the piRNA pathway is active. This Matters Arising paper is in response to von Meyenn et al. (2016). See also the Correction by (Journal-to-fill-in) et al. (2022), published in this issue.

**Figure:**
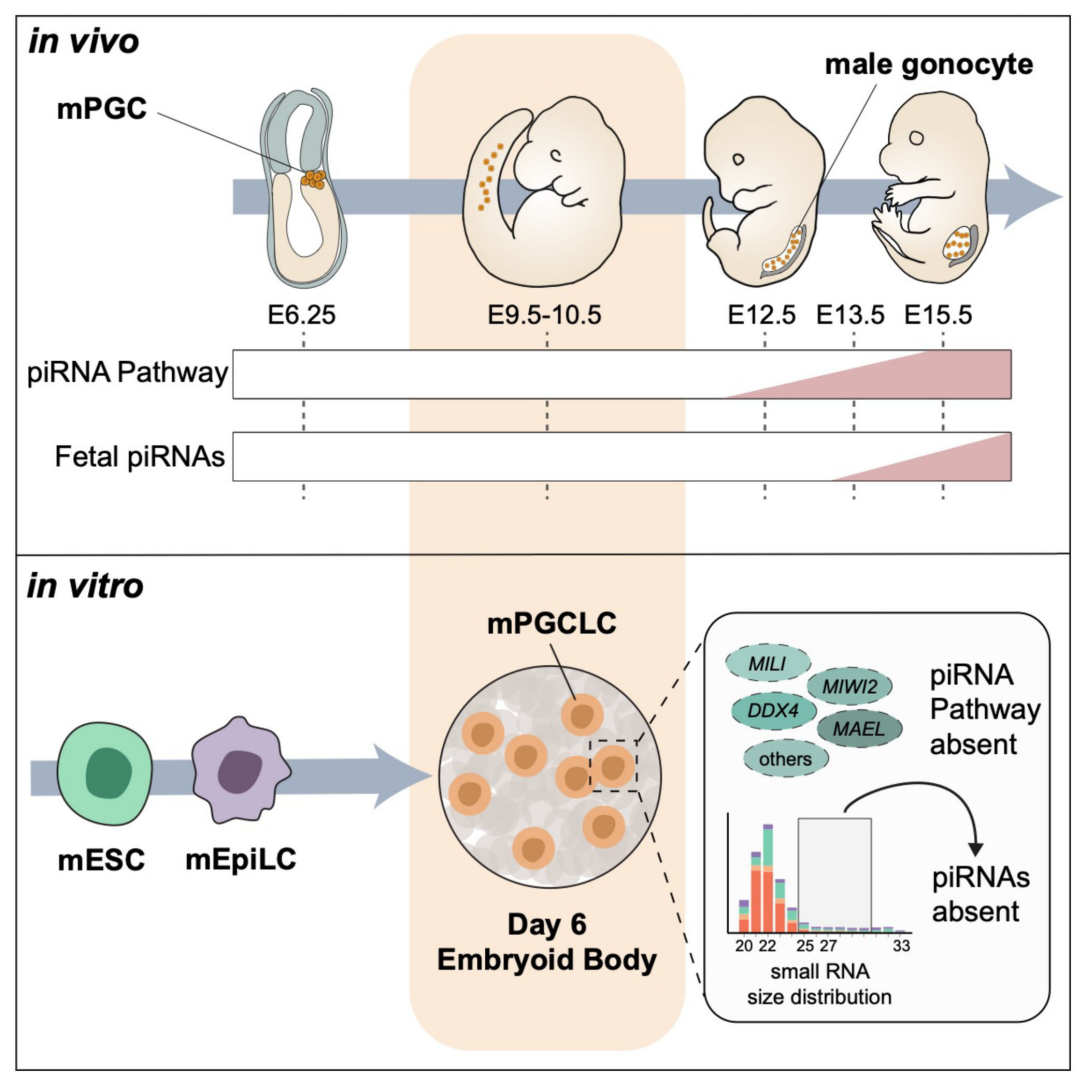

## Introduction

PIWI-interacting RNAs (piRNAs) are small non-coding RNAs with hallmarks of 2′-*O*-methyl-modified 3′ ends and a 5′-U bias. These are bound by the PIWI-clade of Argonaute proteins (PIWI proteins) (Czech et al., 2018; Özata et al., 2019; Weick and Miska, 2014). Their expression is mostly restricted to the germlines of animals, where they are frequently complementary to Transposable Elements (TEs). Knockouts of PIWI genes across metazoa cause a decline in piRNAs that results in the upregulation of TEs and, ultimately, lower fertility or sterility. This emphasizes the key roles piRNAs play as a line of defense against TE mobility, maintaining genomic integrity, and ensuring faithful transmission of genetic information (Czech et al., 2018; Özata et al., 2019; Weick and Miska, 2014).

In the mouse, three types of piRNAs are made in the male germline. Fetal pre-pachytene piRNAs (26 to 29-nucleotide (nt) long) are made from E13.5 gonocytes onwards (Fig 1A). These are reliant on PIWI paralogs Piwil2 (Mili) and Piwil4 (Miwi2) (Aravin et al., 2008; Aravin et al., 2009; Molaro et al., 2014). Early postnatal pre-pachytene piRNAs additionally include 3'UTR-derived piRNAs (Robine et al., 2009; Li et al., 2013). From P14 onwards, 30-nt long pachytene piRNAs bind to Mili and Piwil1 (Miwi) (Aravin et al., 2008). Knockouts of any three of these proteins result in spermatogenesis-arrest and male infertility (Carmell et al., 2007; Deng and Lin, 2002; Kuramochi-Miyagawa et al., 2004), as do knockouts of additional key members of the piRNA biogenesis pathway which process long piRNA-precursor transcripts into shorter mature piRNAs (Özata et al., 2019).

A considerable amount of genetic and biochemical work has been performed on piRNAs in the mouse, identifying key players in the biogenesis and function of piRNAs. In particular, Mili and nuclear-localized Miwi2 have been proposed to be linked to DNA methylation and H3K9me3 deposition by DNMTs and Setdb1, respectively. This occurs especially over evolutionarily-young TEs from E15.5 onwards when male mouse gonocytes undergo re-methylation from a hypomethylated state (Aravin et al., 2008; Barau et al., 2016; Kuramochi-Miyagawa et al., 2008; Liu et al., 2014; Molaro et al., 2014; Pezic et al., 2014; Yang et al., 2020). Biochemical studies have identified Tex15 and Spocd1 as direct interactors of Miwi2 (Schöpp et al., 2020; Zoch et al., 2020) and has implicated them in the afore-mentioned nuclear transcriptional silencing processes. Spocd1 was also found to bind Dnmt3a and Dnmt3l, but direct or bridging biochemical interaction to Dnmt3c or Setdb1 has thus far remained elusive (Schöpp et al., 2020). Separately, aspects of the upstream transcriptional activation of fetal piRNAs remain largely unknown, as are details on the targeting mechanisms of TEs (Goh et al., 2015; Li et al., 2013).

*In vitro* modeling of mouse Primordial Germ Cell (mPGC) specification from mouse Embryonic Stem Cells (mESCs) (Hayashi et al., 2011) has allowed for the thorough genetic and molecular dissection of mPGC specification, a process which occurs at E6.25 (Ohinata et al., 2005) (Fig 1A). The transcriptional profile, DNA methylation landscape and histone modification profiles of Day 6 (D6) mPGC-Like Cells (mPGCLCs) resembles E9.5~E10.5 mPGCs, before sex specification in mPGCs occurs (Adams and McLaren, 2002; Sabour et al., 2011, Huang et al., 2021; Kurimoto et al., 2015) and when epigenetic reprogramming of the germline remains incomplete (Hayashi et al., 2011; Ishikura et al., 2016, 2021; Hill et al., 2018; Seisenberger et al., 2012; Shirane et al., 2016; Miyoshi et al., 2016).

The advent of this *in vitro* system has created excitement about the prospect of being able to scale up biochemical and genetic studies of murine fetal piRNA biogenesis and function *in vitro*, since E15.5-like piRNA levels in a sample of D6 E14-mESC-derived mPGCLCs was previously reported (Meyenn et al., 2016).

We set out to use the *in vitro* differentiation approach to study piRNA biology. Along that path, we investigated if fetal piRNAs can be robustly identified in D6 mPGCLCs. Here, in combined, independent work from two laboratories using a total of four previously established mESC lines, we show that components of the piRNA pathway are not yet expressed in D6 mPGCLCs by single-cell RNA-seq and RT-qPCR, and that piRNAs cannot be detected in D6 mPGCLCs. Instead, we demonstrate here that mPGCLCs expectedly do not yet resemble male gonocytes, warranting the future investigation of more mature gonocyte-like cell models to achieve an *in vitro* system to study mammalian piRNAs.

## Results

### The piRNA Pathway Machinery is Not Expressed in mPGCLCs

To generate mPGCLCs *in vitro*, 2i/LIF mESCs are sequentially differentiated to germline-competent mouse Epiblast-Like Cells (mEpiLCs) followed by Embryoid Body (EB) formation in the presence of BMP, from which a proportion of cells are specified as mPGCLCs from Day 2 to 6 (Hayashi et al., 2011), which we have previously used as models with our established lines to dissect the gene regulatory and epigenetic networks of mPGC specification (Cheetham et al., 2018; Hackett et al., 2013, 2017, 2018; Murakami et al., 2016; Tischler et al., 2019). In order to examine the putative upregulation of piRNA pathway members throughout this differentiation protocol, we performed single-cell RNA-seq (scRNAseq) using the 10x Genomics platform, circumventing the need for isolation of mPGCLCs from EBs. In brief, we profiled GOF18ΔPE-EGFP (GOF18)-mESCs (FVB/C57BL/6J/129 mixed background strain, XY) (Yeom et al., 1996; Yoshimizu et al., 1999), mEpiLCs and three whole D6 EBs from the same differentiation experiment for consistency, as well as isolated *in vivo* GOF18-mPGCs (CBA/CaJ/C57BL/6J mixed background strain) (Szabó et al., 2002) collected from an E10.5 pooled litter and an E13.5 male embryo. Importantly, the latter embryonic stage acts as a positive control for when the piRNA pathway is expressed and active, with piRNAs emerging from E13.5 (Figure 1A and B). Successful mPGCLC specification was simultaneously validated by flow cytometry of D6 EBs according to the established dual staining strategy (Hayashi et al., 2011), and as similarly used by von Meyenn et al, 2016 (Figure S1A-B).

The resulting scRNA-seq transcriptome profiles were analyzed and plotted on a UMAP space (Becht et al., 2019) in order to capture both the local gene expression similarities between cells and the global structure of the dataset in regard to sample relatedness. Cells clustered according to the sample of origin (Figure 1C, left panel), and good correlation was observed for the three replicates of D6 EBs (Figure S2A). Of note, D6 EBs were composed of five different cell populations, one of which closely clustered with *in vivo* mPGCs from E10.5 embryos (Figure 1C, right panel). To further support their relatedness, both populations belonged to the same Louvain cluster 5 (Figure 1C). We additionally identified this EB-derived sub-population as mPGCLCs based on the expression of the tripartite transcription factor network for mouse germ cell specification (*Prdm1, Prdm14* and *Tfap2c*; Figure 1D), in addition to other known pluripotency and early germ cell markers (Figure S2B) (Hayashi et al., 2011). Having identified the mPGCLC sub-population, we then assessed the expression of core components of the piRNA pathway. We detected increasing expression of fetal PIWI genes *Mili* and *Miwi2* in mPGCs from E10.5 and E13.5, as well as an expectedly low expression of the adult PIWI gene *Miwi* (Figure 1D). The former two PIWI paralogs are known to be expressed incrementally and in succession in male mPGCs (Aravin et al., 2008; Figure 1A). In contrast, mPGCLCs were devoid of any expression of *Miwi* and *Miwi2*, whereas *Mili* expression levels were significantly lower than any of the *in vivo* mPGCs and similar to those detectable in mEpiLCs. Additionally, while other emergent members of the piRNA pathway were detectable in E13.5 mPGCs, they were not detected in D6 mPGCLCs at appreciable levels (Figure 1D and S2B).

To validate this observation while excluding the possibility of cell line bias, mPGCLCs were specified and dual-marker sorted from D6 EBs using three further independent mESC lines encompassing different mouse strain mixed backgrounds. This included reporter-free E14-mESCs (129/Ola strain, XY; Ssea1-positive/Cd61-positive) (Hooper et al., 1987) which was similarly used by von Meyenn et al., 2016 in their solitary small RNA library. The two other lines used were previously established in our prior work extensively characterising mPGCLCs with exquisite markers for the purposes of mPGCLC isolation. These included germline reporters Blimp1-GFP (BG5)-mESCs (C57BL/6J/DBA/129 mixed-background strain, XY; Ssea1-positive/Blimp1-GFP-positive) (Ohinata et al., 2005; Tischler et al., 2019), and Stella-GFP Esg1-tdTomato (SGET)-mESCs (B6CBA/129 mixed-background strain, XY; Stella-GFP-positive/Esg1-tdTomato-negative) (Hackett et al., 2018, Cheetham et al., 2018) (Figure 1E and S1C-H). Sorted cells were validated as *bona fide* mPGCLCs based on their expression of pluripotency and germline markers via RT-qPCR of isolated long RNA fraction (>200 nt), with their respective progenitor mESCs and mEpiLCs as controls (Figure S2C). In particular, the expected germline/pluripotency markers *Pou5f1*, Sox2, *Nanog, Zfp42* and *Klf2* were present and upregulated compared to parental mEpiLCs, while early germline-specific markers *Prdm1* (Blimp1), *Nanos3, Stella* and *Vasa* were upregulated, alongside the expected downregulation of epiblast markers *Fgf5, Dnmt3a* and *Dnmt3b*. RT-qPCR of mPGCLCs was additionally performed for the key embryonic PIWI genes in comparison with isolated male *in vivo* mPGCs from a different GOF18 mouse line (FVB/C57BL/6J mixed background strain) (Anderson et al., 1999) as positive controls (Figure 1F). The first PIWI paralog to appear in the mouse germline, *Mili*, can be readily detected from E12.5 with a marked increase through to E15.5, while *Miwi2* is detectable later from E13.5, when piRNAs emerge (Figure 1F). Importantly both transcripts were relatively absent in all three mPGCLC lines, with *Mili* and *Miwi2* mRNA levels significantly lower compared to the earliest time point of E12.5 (Figure 1F). Overall, these lines of evidence argue against the presence of piRNA pathway components gene expression in D6 mPGCLCs.

### *Bona fide* piRNAs are undetectable in D6 mPGCLCs

The absence of a robust transcriptional presence of piRNA pathway genes in D6 mPGCLCs suggests the absence of piRNA biogenesis at this stage. To confirm this, we performed small RNA-seq on the small RNA fraction (<200 nt) of the above D6 mPGCLCs, with male mPGCs acting as suitable controls.

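Small RNA libraries from 4 groups were analysed, with 2 libraries in each group. These were male mPGCs at E12.5, E13.5 and E15.5, and D6 mPGCLCs of the SGET line, whose Stella-GFP reporter marks germ cells. The E14 and BG5 mPGCLCs and the surrounding EB cells were not analysed here. For the mPGCs, the paper gives an FVB/C57BL/6J mixed background and sorting on EGFP, while the sample labels give C57BL/6J and sorting on SSEA1 and CD61. The authors trimmed the adapters and their random ends, mapped the reads end to end to GRCm38 with STAR, and deposited the count of each distinct sequence. The random ends were trimmed and not used as molecular identifiers, so a count includes PCR copies. Total counts were 7447873 and 13614516 at E12.5, 12043363 and 19734948 at E13.5, 13601492 and 26552524 at E15.5, and 10209580 and 9526338 in SGET mPGCLCs. Each total equals the number of mapping reads that Supplementary Table 2 lists for that library. Lengths ran from 15 to 43 nt, and no sequence of 41 or 42 nt was present. A share is the percent of all mapping reads of a library, as in the normalization of the paper's plots. Confidence intervals are 95% Wilson intervals and cover counting error only. With 2 libraries against 2, a two-sided exact permutation test cannot give a p below 0.33. Differences between groups were therefore also tested with edgeR's quasi-likelihood test on the counts of 56 classes of length and 5′ nucleotide, from 20 to 33 nt. This test pools the spread over classes of the same libraries, which are not independent replicates. Its p-values can therefore overstate the evidence from 2 libraries per group.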

Aligned small RNA reads were displayed in bar plots representing small RNA lengths and 5′ nucleotide bias (Figure 2). In the negative control of E12.5 mPGCs, no fetal pre-pachytene piRNA signature of a 27-nt 5′-U-bias peak was detected, in agreement with the absence of piRNAs at this time point (Aravin et al., 2008), with a peak profile consistent with a 22-nt miRNA peak. 

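At E12.5, 27-nt reads made up 1.03% of mapping reads in replicate 1 (95% Wilson interval 1.02 to 1.04) and 1.12% in replicate 2 (1.12 to 1.13). Of these 27-nt reads, 29.4% ± 3.07 (SD, n = 2) began with U. The share of 27-nt 5′-U reads was 0.115 ± 0.0173 (SD, n = 2) times that of 24-nt 5′-U reads. Between 20 and 33 nt, the most frequent length was 22 nt in both libraries, with 12.2% ± 2.26 (SD, n = 2) of mapping reads. Reads of 22 nt began with U in 56.1% ± 0.0645 (SD, n = 2) and with A in 30.8% ± 0.565 (SD, n = 2). The most abundant sequence of 21 to 23 nt was TATTGCACTTGTCCCGGCCTGT, with 1.70% ± 0.570 (SD, n = 2) of mapping reads. It matches the miRNA gene Mir92-1 exactly, on the plus strand of chromosome 14 of GRCm38 from 115044476 to 115044497, which is also within the lincRNA Mir17hg. Reads of any other genomic copy of this sequence were not separated. Without the 100 most abundant sequences of each library, the 22-nt share fell to 5.42%.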

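In E13.5 mPGCs, 27-nt reads were 2.08% of mapping reads in replicate 1 and 3.35% in replicate 2, a mean of 2.71% ± 0.895 (SD, n = 2). This was 2.52 times the mean at E12.5, and both E13.5 libraries were above both E12.5 libraries (two-sided exact permutation test, p = 0.33, the smallest possible). The fold moved most, to 6.10, when only 27-nt reads with a 5′-U were counted. Of the 27-nt reads, 71.2% ± 0.415 (SD, n = 2) began with U, 41.8 percentage points more than at E12.5. The 27-nt 5′-U class was higher than at E12.5 by a log2 fold change of 2.61 (standard error 0.41, adjusted p = 4.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the 56 classes, 5 were higher and 0 lower at an adjusted p under 0.05. Among 5′-U reads of 26 to 33 nt, the most frequent length was 26 nt in replicate 1 and 27 nt in replicate 2. In replicate 1 there were 184571 such reads of 26 nt against 177760 of 27 nt. The sequence TTTGGCAATGGTAGAACTCACACCGA, whose first 25 nt match the miRNA gene Mir182, had 22353 of the 26-nt reads, more than this gap. Other miRNA-matching reads were not separated. In both libraries 5′-U reads of 25 nt outnumbered those of 27 nt, with 211841 against 177760 reads in replicate 1 and 514179 against 472338 in replicate 2. The 25-nt 5′-U reads were already 1.38% and 2.42% of mapping reads at E12.5, against 1.76% and 2.61% at E13.5. From 20 to 33 nt, reads of 22 nt remained the most frequent in both libraries. Their share of 13.55% ± 1.62 (SD, n = 2) differed from that at E12.5 by less than the spread between replicates.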

The E13.5 mPGC sample acted as an important control as an emergent 27-nt-peak 5′-U-bias population of piRNAs could be detected. This signature was more clearly pronounced when reads were collapsed to remove the bias of other abundant small RNA species, while emphasizing the rich sequence diversity of piRNAs (Figure S2D), demonstrating the overall sensitivity of this method. 

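When each distinct sequence was counted once, 27-nt sequences made up 3.54% and 5.63% of all distinct sequences in the E13.5 libraries, and 1.33% and 1.83% in the E12.5 libraries. The ratio of the means was 2.90 ± 1.14 (propagated SD, n = 2 against 2; two-sided exact permutation test, p = 0.33). Among distinct 27-nt sequences at E13.5, 69.3% ± 3.64 (SD, n = 2) began with U, against 31.2% ± 8.23 (SD, n = 2) at E12.5. The number of distinct 27-nt 5′-U sequences was 5160 and 11338 at E13.5, and 27 nt was the most frequent length of distinct sequences from 25 to 33 nt in both libraries. In distinct sequences, 27-nt 5′-U sequences outnumbered 24-nt 5′-U sequences 3.81 ± 0.955-fold (SD, n = 2) at E13.5. In reads, the same ratio was 0.548 ± 0.0122 (SD, n = 2). Distinct sequences include those counted once, which made up 67.8% and 36.3% of the distinct sequences of the 2 E13.5 libraries. Among the 27-nt 5′-U sequences there, 3759 and 4140 were counted once. Of those, 80.3% and 76.7% differed by 1 base from a 27-nt sequence with more counts. Some may be copy or sequencing errors, so the numbers of distinct sequences may overstate diversity. With every library drawn down at random to 7447873 reads, the ratio of collapsed 27-nt shares was 2.93.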

Meanwhile, the E15.5 mPGC sample acted as a robust positive control with a 6.6-fold larger 27-nt fetal piRNA peak than at E13.5. 

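At E15.5, the 27-nt share was 19.7% ± 0.0672 (SD, n = 2) of mapping reads, and 27 nt was the most frequent length from 20 to 33 nt in both libraries. The share was 7.26 ± 2.39 times that at E13.5 (propagated SD, n = 2 against 2; two-sided exact permutation test, p = 0.33), and the spread comes mostly from the E13.5 libraries. The geometric mean of the ratios of same-numbered replicates, a paired estimate, was 7.46. The fold was 39.7 with reads of 21 to 23 nt as the denominator and 4.08 with reads of 20 to 33 nt. Without the 100 most abundant sequences of each library it was 5.70. Of 27-nt reads, 80.4% ± 0.703 (SD, n = 2) began with U. The 27-nt 5′-U class was higher than at E13.5 by a log2 fold change of 3.03 (standard error 0.41, adjusted p = 5.0e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a replicate block it was 3.05 (adjusted p = 1.4e-11 in edgeR), and the deviations of same-numbered libraries correlated at 0.786 across the 56 classes. Of these classes, 23 were higher and 20 lower. The 22-nt 5′-U class fell by 2.65 and the 22-nt 5′-A class fell by 3.18 on the log2 scale. These are changes in shares of mapping reads, of which 26 to 29 nt reads rose from a mean of 9.47% to 63.8%. Part of each fall in share follows from that rise, so a lower share need not be a lower amount. The same holds for the single sequences below. Among 48165 distinct sequences tested one by one with edgeR, 0 were higher and 67 lower at an adjusted p under 0.05, and 847 had an unadjusted p under 0.05. With the replicate block, 0 were higher and 76 lower, with 675 at an unadjusted p under 0.05, and the correlation of same-numbered libraries across sequences was 0.158. With DESeq2, 2598 were higher and 979 lower, and 1445 of the higher ones were 26 to 29 nt with a 5′-U. On simulated sequences that were all given the common dispersion of the real ones, edgeR recovered 0.0% of changed sequences and DESeq2 called 3.13% where none had changed. Real sequences need not share that dispersion, and the simulated changes were in SGET mPGCLCs. These rates therefore do not give the power or the false calls of this comparison. The most abundant 26 to 29 nt 5′-U sequence at E15.5 was TTTGGCAATGGTAGAACTCACACCGA, with 0.0236% ± 0.0123 (SD, n = 2) of mapping reads. Its first 25 nt match the miRNA gene Mir182, and its share at E12.5 was higher, 0.187% ± 0.0910 (SD, n = 2). The next, TTTGGCAATGGTAGAACTCACACCGT, shares these 25 nt. The third, TAGAGCACATGATAGGAGGGGTAAAG, matched no annotated transcript. It had 819 and 6246 counts at E15.5, 0 and 257 at E13.5, and 0 in the E12.5 and SGET mPGCLC libraries.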

Despite the ability to detect a clear dynamic range of piRNA levels across the *in vivo* controls, no piRNA signature could be detected across all three FACS-isolated D6 mPGCLCs, with the overall small-RNA profile similar to the E12.5 mPGC negative control (Figure 2). piRNA peaks were also not detectable in mPGCLC samples when small RNA reads were collapsed (Figure S2D). Moreover, small RNA-seq of FACS-isolated non-mPGCLC EB cells as additional controls similarly showed an expected absence of piRNA signatures (Figure 2 and S2D).

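In SGET mPGCLCs, the 27-nt share was 1.10% in replicate 1 (95% Wilson interval 1.09 to 1.10) and 0.911% in replicate 2 (0.905 to 0.917). The mean was 0.933 ± 0.133 times that of E12.5 mPGCs (propagated SD, n = 2 against 2; two-sided exact permutation test, p = 0.667), a difference within the spread between replicates. It was 0.370 ± 0.131 times that of E13.5 mPGCs (p = 0.33 in the same exact test). Counting only 5′-U reads, the ratio to E12.5 was 1.14. The share of 27-nt 5′-U reads was 0.318 and 0.160 times that of 24-nt 5′-U reads in the SGET mPGCLC libraries, above both E12.5 libraries (0.127 and 0.102). With any 5′ nucleotide this order was not kept, at 0.319 and 0.188 in SGET mPGCLCs against 0.235 and 0.174 at E12.5. The 24-nt 5′-U reads were 1.35% and 1.83% of mapping reads in SGET mPGCLCs, below the 2.21% and 3.46% at E12.5. The 27-nt 5′-U shares overlapped, at 0.430% and 0.292% against 0.280% and 0.354%. The higher 5′-U ratio is therefore not a clear 27-nt excess. Of 27-nt reads, 35.7% ± 5.10 (SD, n = 2) began with U. The 27-nt 5′-U class differed from E12.5 by a log2 fold change of 0.19 (standard error 0.38, adjusted p = 0.944 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0 of the 56 classes passed an adjusted p of 0.05, with 5 at an unadjusted p under 0.05. Against E13.5 the log2 fold change was -2.42 (standard error 0.40, adjusted p = 4.4e-07 in edgeR). With a replicate block these log2 fold changes were 0.21 and -2.39. Deviations of same-numbered libraries correlated at 0.392 with E12.5 and at -0.480 with E13.5. Under crossed pairing, chosen after seeing the data, the log2 fold change against E13.5 was -2.41. In collapsed reads, the 27-nt share was 1.28% ± 0.0553 (SD, n = 2). The length and 5′-nucleotide profiles of SGET mPGCLC and E12.5 libraries differed by 12.9 percentage points on average over 4 pairs, where the distance is the part of the profile that would have to be moved to make them equal. The 2 E12.5 libraries differed by 9.01 points. E12.5 and E13.5 differed by 15.7 points, and E12.5 and E15.5 by 69.9 points. The 10 most abundant sequences held 53.0% ± 3.59 (SD, n = 2) of the 27-nt 5′-U reads in SGET mPGCLCs and 0.732% ± 0.404 (SD, n = 2) at E15.5. Of 1866 sequences of 26 to 29 nt with a 5′-U and at least 10 counts in both E15.5 libraries, 21 and 16 were counted in the SGET mPGCLC libraries, 29 and 155 in the E12.5 libraries, and 111 and 437 in the E13.5 libraries. When at least 3 counts were required, these numbers were 15 and 14, 20 and 24, and 98 and 312. The reads of the 1866 sequences were 0.384% and 0.251% of mapping reads in SGET mPGCLCs, 0.379% and 0.661% at E12.5, and 0.521% and 0.839% at E13.5. At E15.5 they were 1.75% and 7.62%, where all 26 to 29 nt 5′-U reads averaged 50.4%. The sequences counted had median counts of 556 and 1039.5 in SGET mPGCLCs, 225 and 1 at E12.5, and 192 and 71 at E13.5. The SGET mPGCLC shares thus came from few abundant sequences and do not measure how many of the set were present. For the 621 sequences with at least 100 counts in both E15.5 libraries, the shares were 0.0920% and 0.0988% in SGET mPGCLCs, below the 0.188% and 0.401% at E12.5 and the 0.352% and 0.540% at E13.5. Both sets include the 2 sequences whose first 25 nt match Mir182. The first of these alone had 0.0515% and 0.0449% in SGET mPGCLCs, 0.123% and 0.252% at E12.5, and 0.186% and 0.252% at E13.5. The second had 0.0311% and 0.0334%, 0.0447% and 0.100%, and 0.0501% and 0.102%. Much of each share of the 621 sequences was therefore miRNA-matching reads, so the order of these totals does not rank the groups by piRNAs. Without these 2 sequences, the share left was larger in both E13.5 libraries than in any E12.5 or SGET mPGCLC library. The shares left at E12.5 and in SGET mPGCLCs overlapped. Any other miRNA-matching sequence was not taken out. The most abundant sequence of 21 to 23 nt in SGET mPGCLCs, ACTCAAACTGGGGGCTCTTTT, had 2.39% ± 0.945 (SD, n = 2) of mapping reads. It matches Mir292 exactly, on the plus strand of chromosome 7 of GRCm38 from 3219200 to 3219220, opposite to Mir292b and Nlrp12. Having detected a range of piRNA levels across the mPGC stages, the paper states that no piRNA signature could be detected in mPGCLCs and that their profile resembled that of E12.5 mPGCs (Figure 2).

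**Figure D1:**
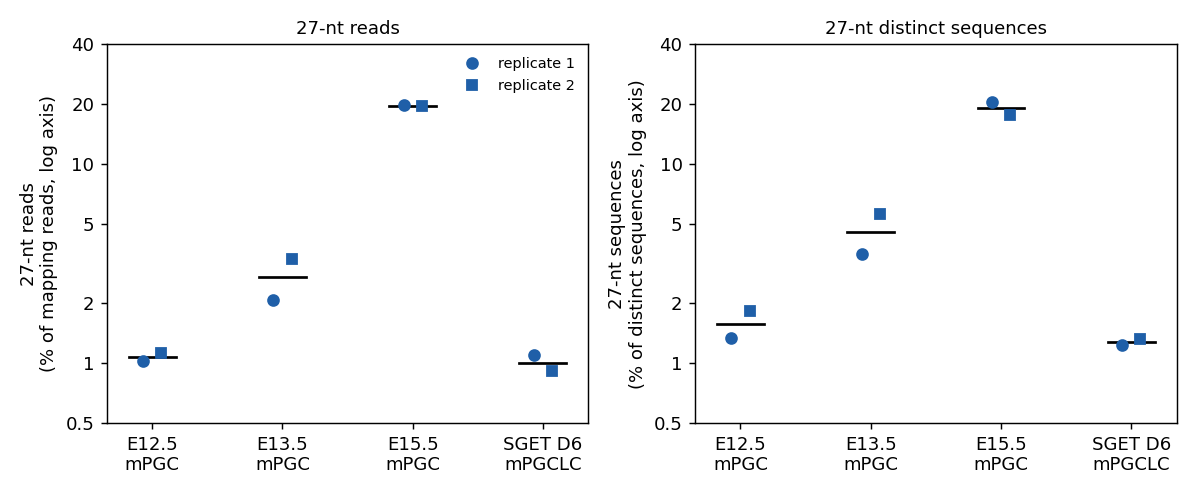
Share of 27-nt reads among mapping reads (left) and of 27-nt sequences among distinct sequences (right), in percent on a log axis, for each library of the 4 groups. Circles are replicate 1, squares are replicate 2, and lines are group means. The SGET mPGCLC libraries lie at 1.10% and 0.911% of mapping reads, and both E15.5 libraries lie above every other library.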

## Discussion

The development of an *in vitro* model of mPGC specification (Hayashi et al., 2011) has allowed for the detailed molecular characterization of murine germline specification, with the identification of key transcription factors orchestrating this process, as well as histone modification and DNA methylation dynamics in the differentiation of mESCs through to mPGCLCs (Hackett et al., 2018; Kurimoto et al., 2015; Murakami et al., 2016; Nakaki et al., 2013; Saitou and Hayashi, 2021; Tischler et al., 2019; Zhang et al., 2018). Importantly, this standard protocol recapitulates the specification of mPGCs at E6.25 and their further differentiation up till migratory mPGCs, with Day 6 mPGCLCs sharing the same transcriptomic signature as migratory E9.5 mPGCs (Hayashi et al., 2011; Ishikura et al., 2021; Ohta et al., 2020), a stage when germ cells remain bipotential. Analysis of the DNA methylation landscape has revealed that genomic epigenetic reprogramming has commenced in mPGCLCs, but that demethylation remains incomplete and shares similar features to that of early migratory, pre-gonadal mPGCs (Ishikura et al., 2016, 2021; Meyenn et al., 2016; Shirane et al., 2016; Miyoshi et al., 2016). DNA methylation has been shown to further drop sharply only upon entry in the genital ridges up to E12.5, as sensitively detected via mass spectrometry analysis (Hill et al., 2018; Huang et al., 2021). Repressive histone modifications have been demonstrated to safeguard the demethylated genome from unruly TE expression from this timepoint onwards (Huang et al., 2021). Importantly, TE upregulation has been detected in PRC2-perturbed E13.5 mPGCs, but not in PRC2-perturbed mPGCLCs due to their incomplete demethylation (Huang et al., 2021).

Here, we show that there is no evidence of the presence of an active piRNA pathway in canonical D6 mPGCLCs, across a panel of four pluripotent mouse cells lines derived from four different mixed background strains. Our scRNA-seq results identify a population of D6 mPGCLCs with a transcriptional profile that resembles that of migratory mPGCs (E9.5~E10.5) as opposed to more mature gonadal mPGCs (E13.5 onwards). This is also further supported by the observation that D6 mPGCLCs closely cluster with our earliest time-point of E10.5 migratory mPGCs and are well separated from the population of E13.5 male gonocytes (Figure 1C). The expression of the core members of the piRNA pathway follows the same pattern with *Mili, Miwi2*, and other crucial piRNA biogenesis factors being detectable in E13.5 mPGCs yet absent in both mPGCLCs and E10.5 mPGCs, in agreement with previous work in mPGCLCs (Ishikura et al., 2021; Zhao et al., 2021). Indeed, the expression of genes associated with the piRNA pathway has been demonstrated to be strongly upregulated upon DNA demethylation in mPGCs (Hackett et al., 2012), a process not yet complete in mPGCLCs in the absence of further induced differentiation (Hackett et al., 2012; Ishikura et al., 2021; Ohta et al., 2020; Saitou and Hayashi, 2021). As expected, based on our characterization of piRNA pathway gene expression in mPGCLCs by scRNAseq and qPCR, no piRNAs could be detected in D6 mPGCLCs across a panel of three different mouse pluripotent cell lines, despite sensitive detection of piRNAs in E13.5 mPGCs onwards via small RNA-seq.

Our observations are incompatible with a previous report that piRNAs are abundant in a single replicate of E14-mESC-derived mPGCLCs, which showed piRNA levels similar to that of their single replicate of mature GOF18 E15.5 male gonocyte control (Meyenn et al., 2016). A Correction is now published on the original paper to confirm that the data from the analysis of their small RNA-seq mPGCLC library was incorrect.

Why mPGCLCs seemingly stall in their maturation in EBs has been a matter of keen interest (Cooke and Moris, 2021; Saitou and Hayashi, 2021). Further *in vitro* maturation of male mPGCLCs to gonocyte-like cells, and even further through spermatogenesis to adult spermatid-like cells, or of female mPGCLCs to oocyte-like cells, tend to involve the isolation of mPGCLCs from EBs and reaggregation with either male or female gonadal somatic cells respectively (Hikabe et al., 2016; Ishikura et al., 2021). The surrounding gonadal somatic cells have been postulated to provide the correct cellular architecture and signaling niche for sex-specific maturation of germ cells that the EB environment lacks - recapitulating the entry of migratory mPGCs to the genital ridges from E10.5 onwards (Adams and McLaren, 2002; Cooke and Moris, 2021). In male mPGCs, this is coupled with (i) further DNA demethylation, (ii) activation of the piRNA pathway with upregulation of piRNAs from E13.5, (iii) mitotic-arrest from E14.5, and (iv) DNA remethylation largely complete by E16.5 (Hill et al., 2018; McLaren, 1984; Ramakrishna et al., 2021; Zhao et al., 2021). *In vitro* recapitulation respecting the sequential order of the above four processes should be pursued as it bears crucial implications for understanding the epigenetic integrity of the resulting *in vitro* derived gametes and, potentially, for the physiology of the resulting offspring. In parallel, an *in vitro* model will be useful for scalable biochemical dissection of the mammalian fetal pre-pachytene piRNA pathway, akin to the OSC cell line which acts as a model for *Drosophila* primary piRNAs (Saito et al., 2009, 2010). To this end, it will be of interest to assay the presence of fetal piRNAs in more mature gonocyte-like cells derived in a recently published protocol for the full differentiation of *in vitro* derived gametes (Ishikura et al., 2021), where the authors show transcriptional activation of genes of the fetal pre-pachytene piRNA pathway upon co-culture of expanded mPGCLCs with dissociated E12.5 male gonadal somatic cells.

## Methods

### Animals

Animal studies were authorized by UK Home Office Project Licenses (PE596D1FE, 70/8412) and carried out in Home Office-designated facilities in the Wellcome/CRUK Gurdon Institute and CRUK Cambridge Institute. Two different GOF18ΔPE-EGFP (GOF18) mouse strains were used as specified in the text: TgOG2 MGI:3057158 (Szabó et al., 2002) which has a CBA/CaJ/C57BL/6J mixed background, and Tg(Pou5f1-GFP)1Scho MGI:3693125 (Anderson et al., 1999) which has an FVB/C57BL/6J mixed background. Embryo samples were taken from ethically euthanized pregnant females following timed matings at E10.5 and E13.5 from the former strain, and E12.5, E13.5 and E15.5 from the latter strain.

Embryo samples of E12.5, E13.5 and E15.5 were dissected and microdissected to isolate the genital ridges from the developing mesonephros. In the case of E10.5 embryos, the posterior part of the body below the primordial heart was collected. Tail clippings of mouse samples were placed into 50 μl of QuickExtract DNA Extraction Buffer (Lucigen), with 6 min incubation at 65°C in a heatblock, followed by 2 min at 98°C to extract gDNA. Genotyping PCR and DNA electrophoresis gel run was then performed as previously described (Tang et al., 2015), using sex genotyping primers for SRY and ZFX/Y.

### Isolation of mPGCs

Male genital ridges were digested post-genotyping (alongside confirmatory visual sex-determination for samples ≥E13.5). For RNA extraction, 2 embryos were pooled to comprise one biological replicate, with each replicate from different litters, and digested with Trypsin-EDTA for 20 min at 37°C. Cells were diluted in FACS buffer (3% FBS, 5 mM EDTA in PBS). Cells were pelleted, resuspended and sorted with Sony Cell Sorter SH800Z for 5,000 EGFP-positive cells (mPGCs) directly into Qiazol (Qiagen) and frozen at -70°C until RNA extraction. For single cell RNA-seq, samples were collected from one single embryo at E13.5, whereas one full litter was combined at E10.5. Digestion was performed with 0.3 mg/mL Collagenase-IV (Roche), 0.16% Trypsin-EDTA (LifeTechnologies) in D-PBS, at 37ºC with shaking (800 rpm) for 10 minutes for E10.5 embryos and 8 minutes for dissected E13.5 genital ridges. Digestion was blocked by adding 1 volume of DMEM+10% FBS (Life Technologies). A live cell-dead staining was also performed by incubating the cell suspension with 200 ng/mL Cell Trace Calcein Red-Orange (LifeTechnologies) and 1 mg/mL DAPI for 30 minutes. After three washes in 1 mL FACS medium II (D-PBS+2%FBS), the cell suspension was filtered through a 100 μm mesh and live mPGCs (Cell Trace positive, DAPI negative, EGFP positive) sorted with an AriaIIU Sorter (BD) directly in 28 μL cold D-PBS+0.04% BSA, and used immediately loaded in a 10x Genomics 3′ scRNAseq Chromium v2 chip.

### mPGCLC Differentiation

The standard protocol as described in Hayashi et al., 2011 was followed. Stella-GFP/Egs1-tdTomato (SGET) (Hackett et al., 2018), Blimp1-GFP (BG5) (Tischler et al., 2019), E14 (Hooper et al., 1987) and GOF18 (Yeom et al., 1996; Yoshimizu et al., 1999) XY mESC lines were used in this study. Naïve-mESCs from the SGET, BG5 and E14 lines were maintained on N2B27 medium supplemented with 2i (PD0325901 (1 μM) and CHIR99021 (3 μM; both Stemgent) and 1000 U/ml LIF (Cambridge Centre for Stem Cell Research) (2i/L) on gelatin-coated plates. GOF18 naïve-mESCs were maintained on a confluent monolayer of irradiated Mouse Embryonic Fibroblasts (MEFs, Life Technologies) on gelatin in Dulbeccos’s Modified Eagle Medium KnockOut (Life Technologies), supplemented with 15% KnockOut Serum Replacement (Life Technologies), 0.1 mM ß-mercaptoethanol (Gibco, Life Technologies), 1000 U/mL LIF (EMD Millipore), 1 mM PD03259010 (Miltenyi Biotechnologies), and 3 mM CHIR99021 (Miltenyi Biotechnologies). Prior to differentiation, GOF18-mESCs were moved to feeder free conditions for 3-4 passages on N2B27 medium supplemented with 0.1 mM ß-mercaptoethanol (Gibco, Life Technologies), 1000 U/mL LIF (EMD Millipore), 1 mM PD03259010 (Miltenyi Biotechnologies), and 3 mM CHIR99021 (Miltenyi Biotechnologies) on freshly coated laminin-ornithine plates.

For mEpiLC induction (40h) (Hackett et al., 2018; Cheetham et al., 2018), 2iL-mESC were washed with PBS and seeded onto fibronectin (16.7 mg/ml) coated plates with EpiLC medium (N2B27, 1% KSR, bFGF (12 ng/ml), Activin A (20 ng/ml)). Media was changed every day. mEpiLC were then gently dissociated and seeded at 2,000-3,000 cells per EB in ultra low-cell binding U-bottom 96-well plates (NUNC) with mPGCLC induction medium (GK15: GMEM, 15% KSR, 0.1mM NEAA, 1 mM sodium pyruvate, 0.1 mM β -mercaptoethanol, 100 U/ml penicillin, 0.1 mg/ ml streptomycin and 2 mM L-glutamine; supplemented with cytokines: BMP4 (500 ng/ml), LIF (1000 U/ml), SCF (100 ng/ml), BMP8a/b (500 ng/ml) and EGF (50 ng/ ml)). After 6 days, EBs were collected for FACS collection or scRNAseq. For FACS preparation for E14, BG5 and SGET lines, EBs were dissociated as previously described using Trypsin-EDTA for 10 minutes at 37°C, diluted in FACS medium, then pelleted and resuspended in FACS medium with antibodies Ssea1-AF660 and/or Cd61-PE as specified in the text. For FACS collection of these lines, the above-mentioned antibodies and/or respective reporters as specified in the text and Figure S2 were used for mPGCLC and surrounding EB cells sorting (5,000 cells/tube) with Sony Cell Sorter SH800Z directly into Qiazol. mESC, mEpiLC and EB live samples were imaged under a fluorescence microscope using brightfield imaging, and respective fluorescent channels.

For scRNA-seq of the GOF18 line, 2iL-mESCs and mEpiLCs were dissociated using Accutase (Millipore) and TripLE (Gibco, LifeTechnologies), respectively, and washed three times in FACS Medium II. For EBs, a gentle dissociation protocol was optimized to minimize cell loss and to avoid any potential survival bias through the pipeline. Individual D6 EBs were collected in D-PBS and dissociated in 0.05% Trypsin (Gibco, LifeTechnologies) in D-PBS for 8 minutes at 37°C. Digestion was blocked by adding 1 volume of DMEM+10% FBS (Life Technologies). Cells were washed 3 times in FACS Medium II and manually counted on a Neubauer chamber before loading on a 10x Genomics 3′ scRNAseq v2 Chromium chip (target 7,000 cells/channel). In parallel, FACS validation of mPGCLC differentiation of the EBs was performed on AriaIIUSorter (BD) using the EGFP reporter, and antibodies Ssea1-AF647 and Cd61-BV421.

### Small RNA-seq

Using Qiazol cell lysates, the column-based miRNeasy-micro kit (Qiagen) was used to extract both <200 nt (small RNA) and >200 nt (long RNA) fractions from the same sample, according to the manufacturer's instructions. Small RNA library preparation was done following the instructions for lowest input of the NextFlex Small RNA-Seq Kit v3 for Illumina (Perkin Elmer/BIoo Scientific). In particular, a prolonged overnight 16°C 3' adapter ligation step was done to enrich for 2'-O-methyl-modified 3'-end small RNAs, with the adapters having 4N random ends to reduce ligation bias. Quarter-dilutions of all adapter concentrations were used. The gel-method was used post-PCR amplification for excision of the 150-165 bp band. Libraries were quantified using Qubit and TapeStation HSD1000 reagents and multiplexed. Samples were run on both Illumina HiSeq1500 and NovaSeq 6000 platforms.

### RT-qPCR

For long RNA RT-qPCR, cDNA was synthesized using the QuantiTect Reverse Transcription Kit (Qiagen). qRT-PCR was performed using SYBR Green JumpStart Taq ReadyMix (Sigma Aldrich), performed on a QuantStudio 12K Flex Real-Time PCR machine (Applied Biosystems) in 384-well plates and analyzed using the ΔΔCT method as described previously (Irie et al., 2015). All mouse qPCR primers used are detailed in Suppl Table 1.

### Small RNA-seq Analysis

Fastq files of the same library were merged and reads were trimmed using cutadapt (v3.2) with the following parameters: -a TGGAATTCTCGGGTGCCAAGG --minimum-length 23 (thresholding reads to a minimum of 15 nt), then followed by -u 4 -u -4 to remove the 4 random NNNN adaptor ends. To identify piRNA signatures from all small RNA datasets, trimmed reads passing quality control were mapped to the GRCm38 (mm10) mouse genome allowing for up to 100 multi-mappers, and single random-assignment of multimappers, and a stringent mismatch of 2, using STAR (v2.5.3a) with the following parameters:

-- outFilterMultimapNmax 100
-- winAnchorMultimapNmax 100
-- outFilterMismatchNmax 2
-- alignIntronMax 1
-- alignEndsType EndToEnd
-- readFilesCommand gunzip -c
-- scoreDelOpen -10000
-- scoreInsOpen -10000
-- outSAMtype BAM SortedByCoordinate
-- outSAMmultNmax 1
-- outMultimapperOrder Random

An in-house custom python (v3.5.3) script (https://gitlab.com/tdido/tstk/-/blob/master/tstk/peterplot.py) was then used to generate collapsed fasta files from the BAM outputs, and to generate either collapsed or uncollapsed small RNA length distribution histograms with the 5′-nucleotide frequency displayed, normalized to all mapping reads.

### scRNAseq Analysis

All the samples were processed using the Single Cell 3′ Reagent Kit - v2 Chemistry from 10x Genomics, following the manufacturer’s instructions. GEMs were generated immediately after sorting. The final libraries, each with a unique index, were multiplexed and sequenced on an Illumina HiSeq 4000 with a target read depth of ~50,000 reads/captured cell. The raw sequencing data was parsed and mapped on the reference mm10 mouse transcription with the CellRanger software. Anndata, Numpy (Harris et al., 2020), Scanpy (Wolf et al., 2018) and Python (v3) were used for downstream analysis. Cells were filtered based on the fraction of mitochondrial transcripts (<0.2) to exclude apoptotic cells and potential background RNA, and total UMIs (<50,000/cell) to remove potential doublets. After filtering, cells were combined in a cell experiment object using the Anndata module, retaining the information about the sample of origin and the individual replicates. The aggregated data object was normalized for the library size of each cell to a total of 10,000 counts/cell, and normalized counts were converted to a natural logarithmic scale. Highly variable genes were identified (minimum dispersion = 0.5, mean expression between 0.0125 and 3) and used for dimensionality reduction and clustering. The data was regressed for the effects of the number of UMI/cell and the gene expression values were re-scaled to unit variance across all the different cells of the aggregated dataset. For the UMAP, we ordered the principal components and chose the top 12 principal components that could explain most of the variance of the dataset. Clustering was performed using the louvain approach as described in Levine et al. (2015), and implemented in Traag et al., 2019.

## Supplementary Material

Supplementary Materials

## Figures and Tables

**Figure 1:**
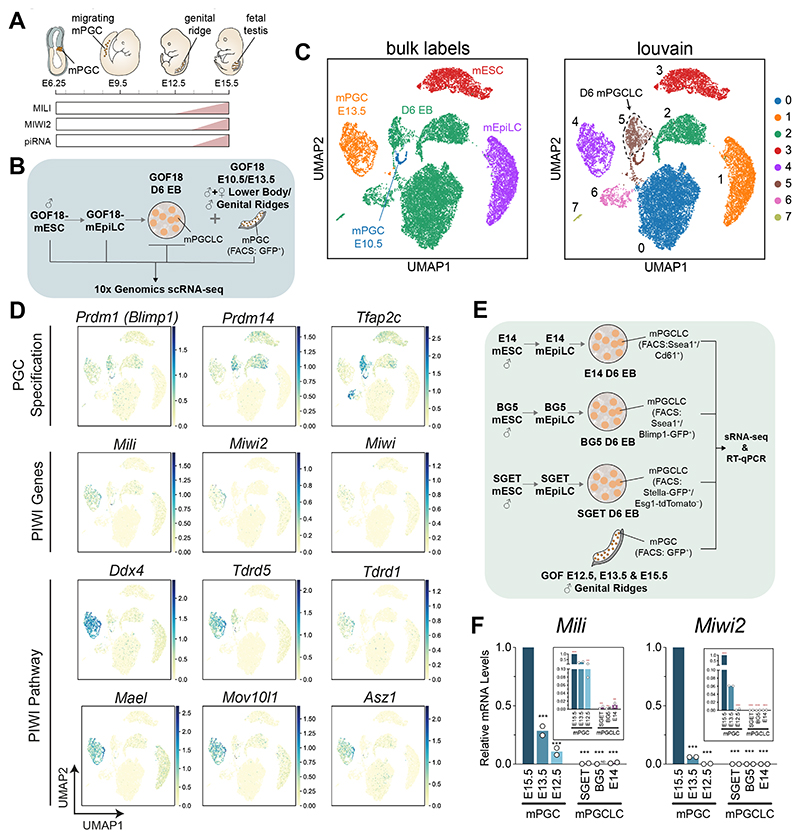
piRNA Pathway Members Absent in D6 mPGCLCs. (A) Schematic of male mPGC specification, migration and maturation into gonocytes. The expected expression of PIWI paralogs are shown, with MILI upregulated from E12.5, MIWI2 upregulated from E13.5, and with the emergence of piRNAs from E13.5. (B) Scheme of samples used in 10x Genomics single-cell RNA-seq (scRNA-seq) through the GOF18-mPGCLC induction protocol and from *in vivo* isolated E10.5 and E13.5 male mPGCs. (C) UMAP plots of scRNAseq profiles, color coded by sample of origin (replicates are merged) and membership to louvain clusters. (D) UMAP plots colored by the expression levels of key genes involved in: PGC specification, core piRNA pathway, piRNA biogenesis. Scales are logarithmic and rescaled for each gene. (E) Scheme of mPGCLC induction and isolation across three mESC lines, as well as isolation of *in vivo* isolated E12.5 and E13.5 and E15.5 male mPGCs. Long RNA fractions (>200 nt) were used in RT-qPCR experiments, while small RNA fractions (<200 nt) were used for small RNA-seq (sRNA-seq) experiments. (F) Relative *Mili* and *Miwi2* mRNA levels as detected by RT-qPCR. Normalized to *Arbp*, relative to E15.5 mPGCs (value of 1.0), with rescaled y-axis shown in inset. One-way ANOVA performed, with multiple comparisons against E15.5 mPGC (black asterisks:***p<0.001) or against E13.5 mPGC in inset (red asterisks:***p<0.001, **p<0.01, ND= not detected). n=2; all data points shown, unless not detected (ND).

**Figure 2:**
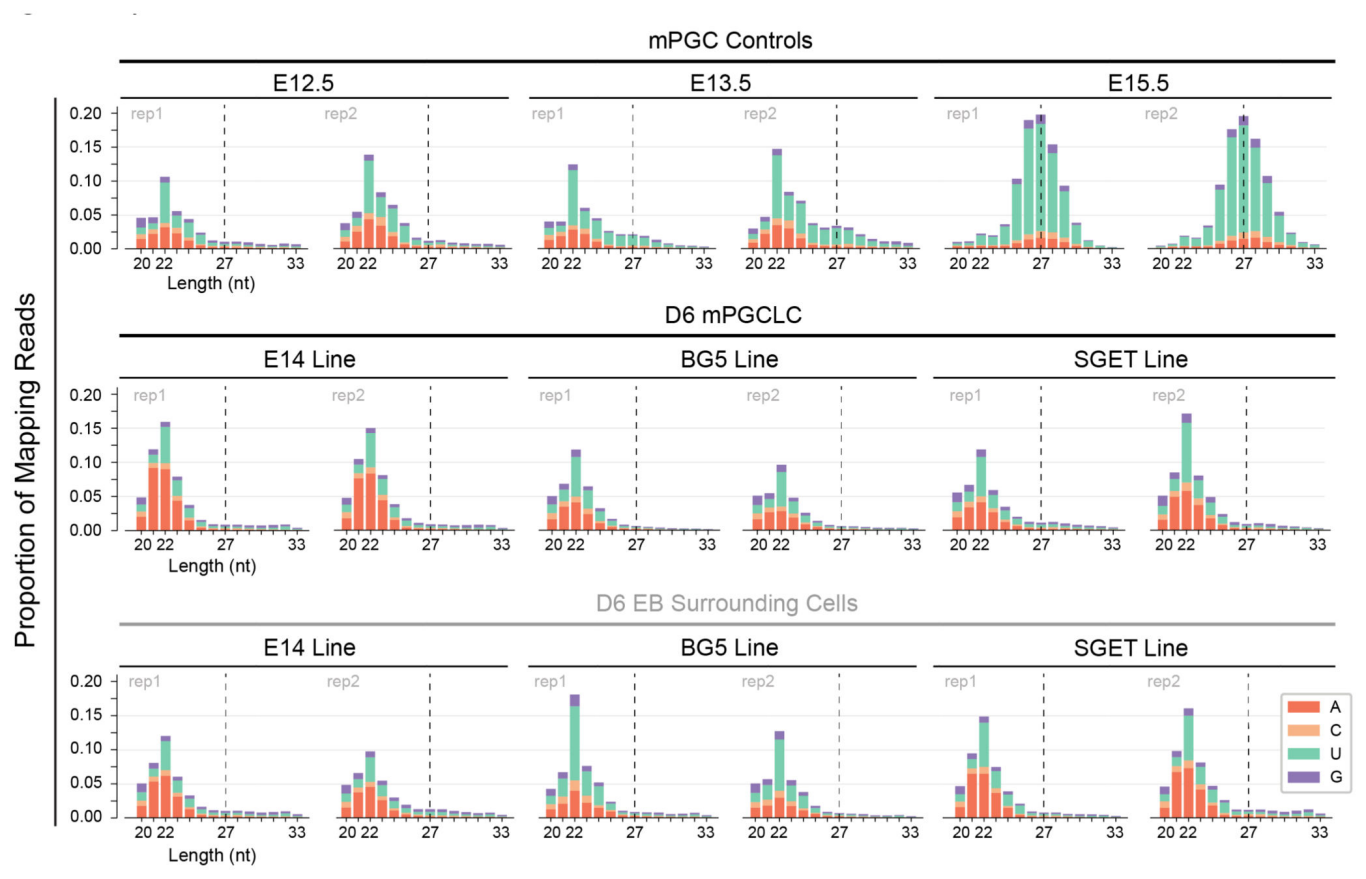
piRNAs Undetectable in Day 6 mPGCLCs. Small RNA length distributions and 5′-nucleotide bias of sorted mPGCs, various lines of sorted Day 6 (D6) mPGCLCs alongside their respective surrounding EB negative control cells. Y-axis represents the proportion of genome-mapping non-collapsed reads. Expected fetal piRNA peak of 27-nt indicated with a dashed line for clarity. n=2; all replicates shown.

## Data Availability

Script for making small RNA length distribution plots can be found here (https://gitlab.com/tdido/tstk/-/blob/master/tstk/peterplot.py). Our GEO Accessions are: GSE197334 (token: shyfiaeoxrqjpmz) - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197334 GSE 197335 (token: kjwhsyqgplczdap) - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197335 GSE196934 (token: kjkjsuqatrybrmx) - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196934 GSE196851 (token: ktiteimwzfibdsl) - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196851

# Supplementary material for: Mouse Primordial Germ Cell-Like Cells Lack piRNAs
**Source:** Dev Cell. Author manuscript; Available in PMC 2025 Sep 8.
**Supplement:** Supplementary Materials

Figure S1

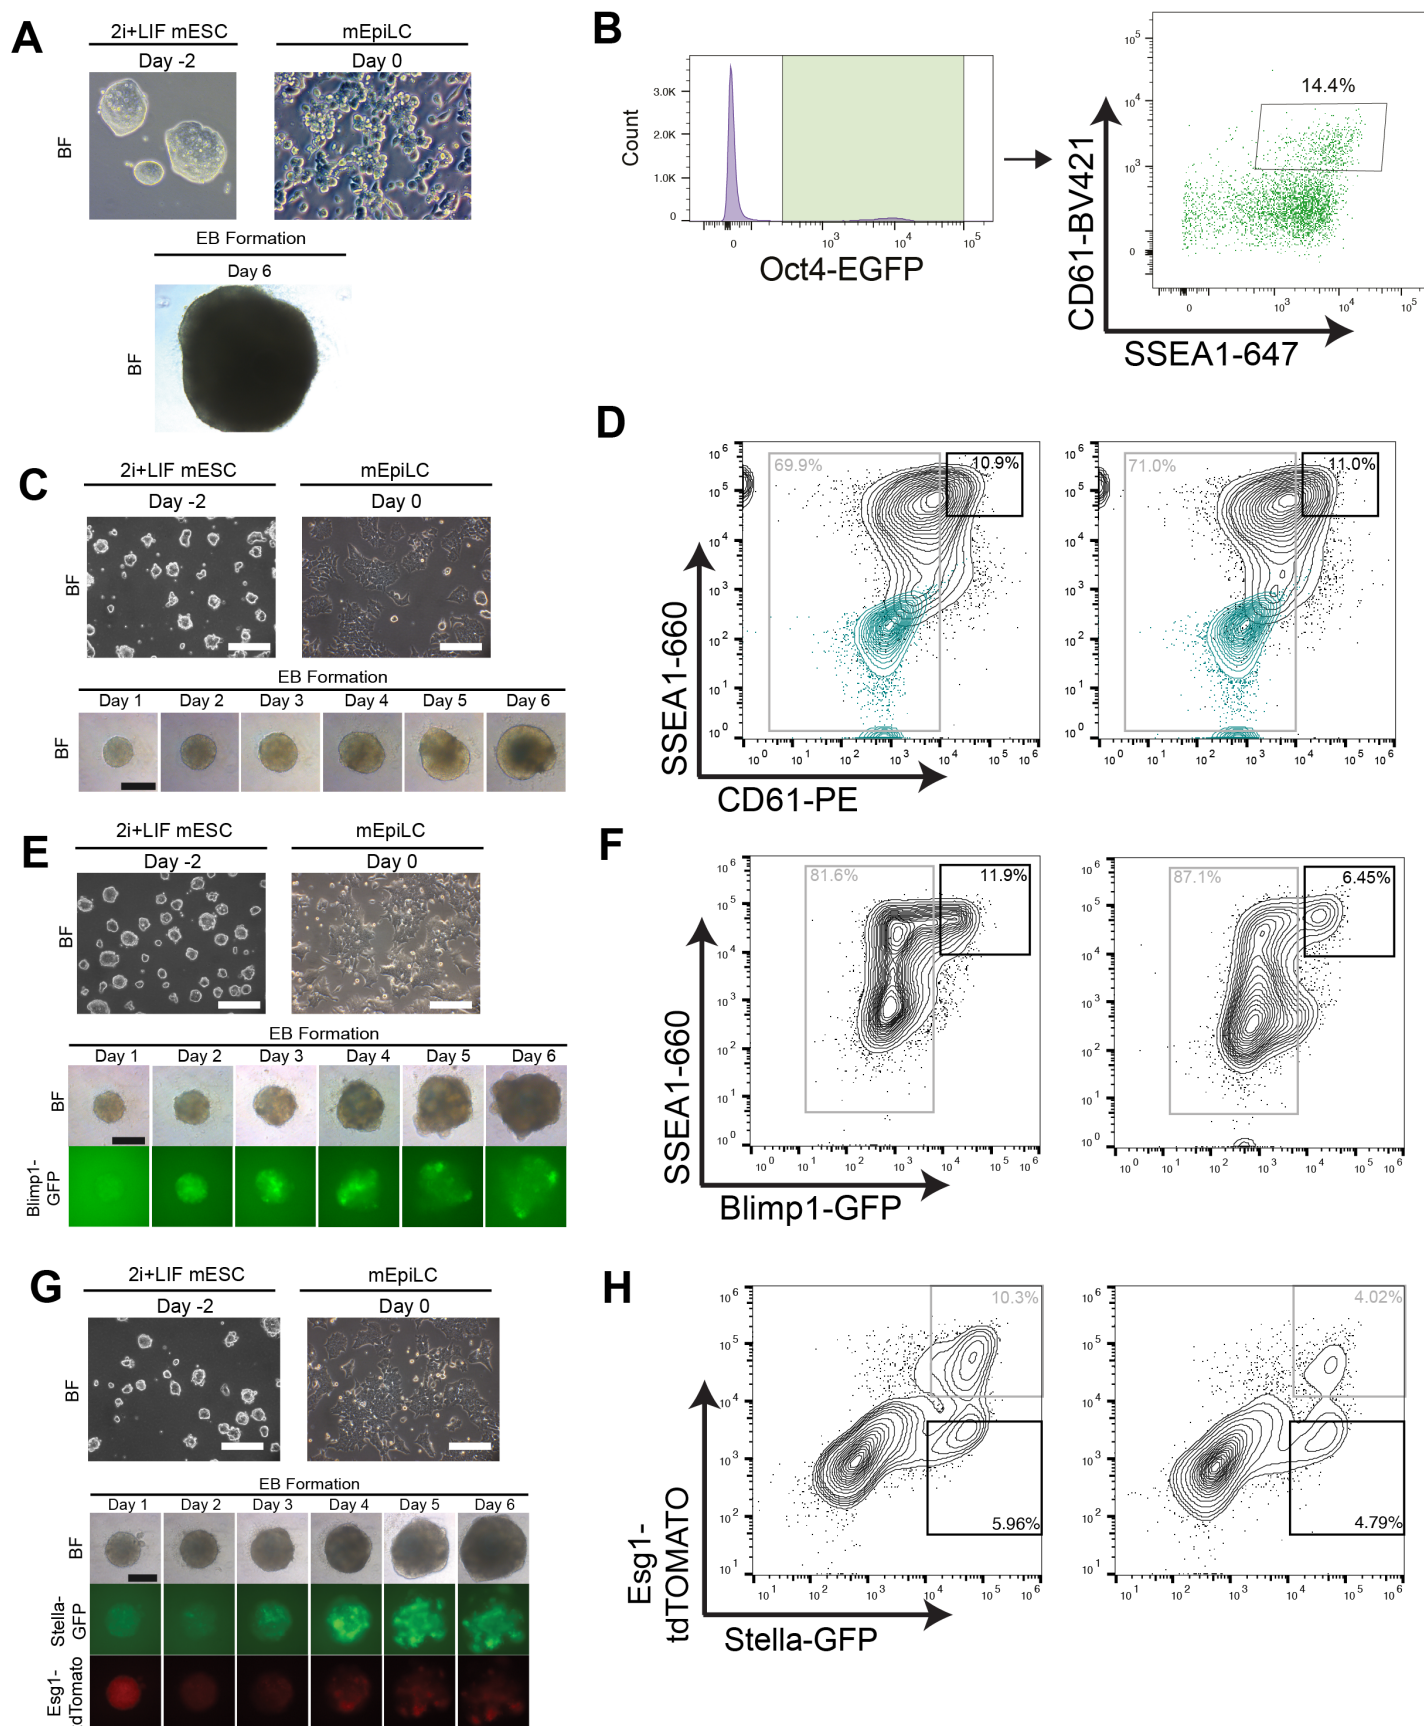

**Figure S1. *In Vitro* Sample Differentiation.** (A) Representative brightfield microscopy images of GOF18 mESC, mEpiLC and Day 6 Embryoid Body (EB) used in scRNA-seq experiments. GOF18 mESC and mEpiLC imaged at 4x higher magnification than the EB. (B) FACS plots validating the presence of OCT4-EGFP, SSEA1 and CD61 triple positive mPGCLCs in whole EBs used in the scRNA-seq experiment. (C,E,G) Respective microscopy images of 2i/LIF mESC, mEpiLC and Embryoid Body (EB) Day 1 to 6 for E14, BG5 and SGET cell lines. White scale bars denote 100  $\mu$ m and black scale bars denote 200  $\mu$ m. (D,F,H) FACS plots showing gated collection of Day 6 mPGCLC populations for E14, BG5 and SGET cell lines respectively (black box), alongside sorted negative control surrounding EB cells (grey box) using fluorescent germline reporters and/or germline cell surface markers as indicated. Negative control unstained EBs (teal) are displayed for the E14 cell line (D).

Figure S2

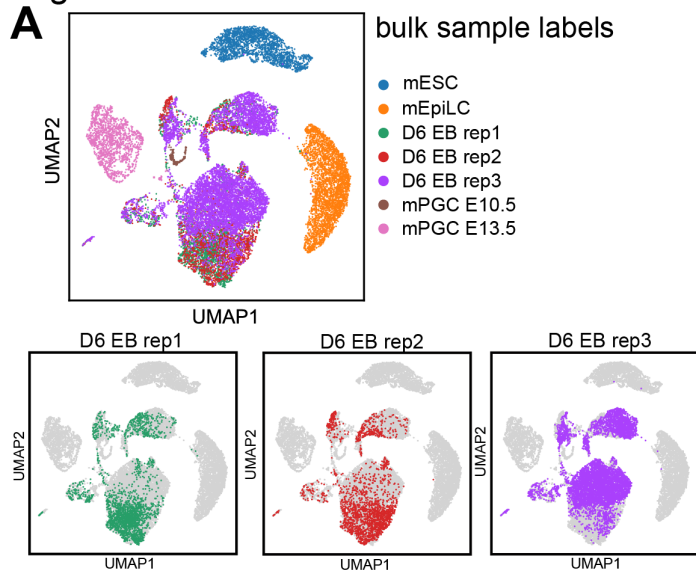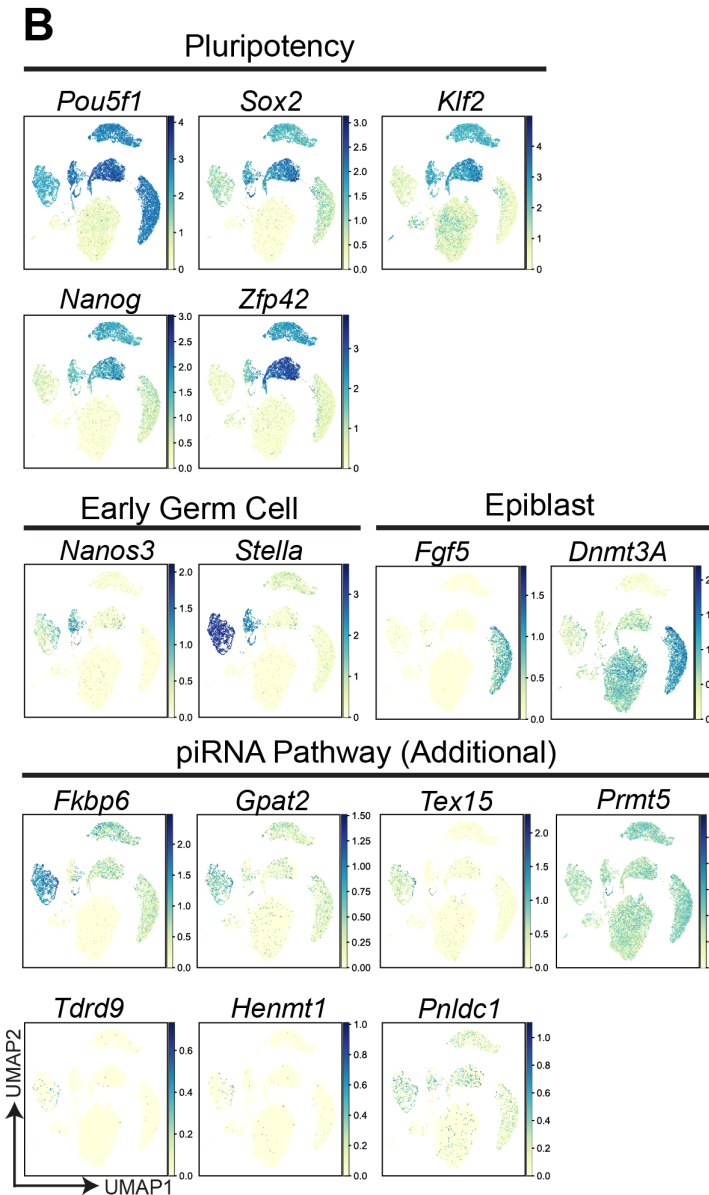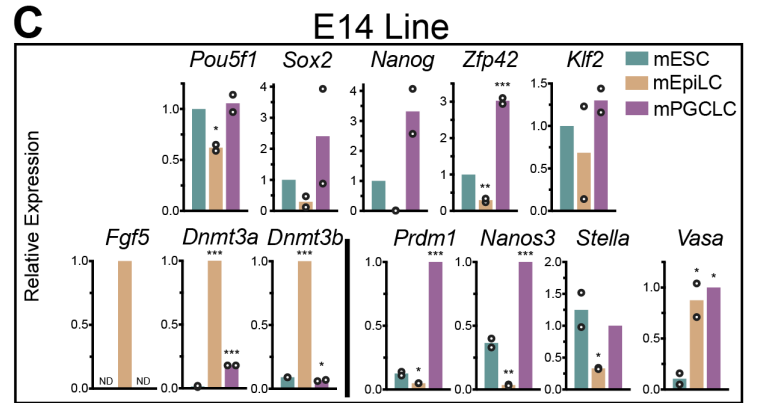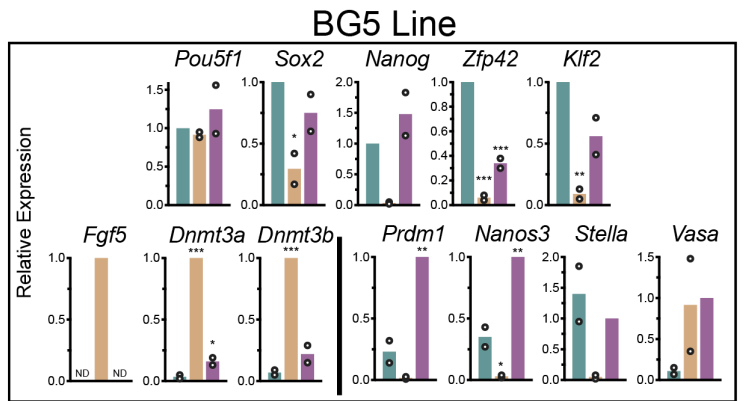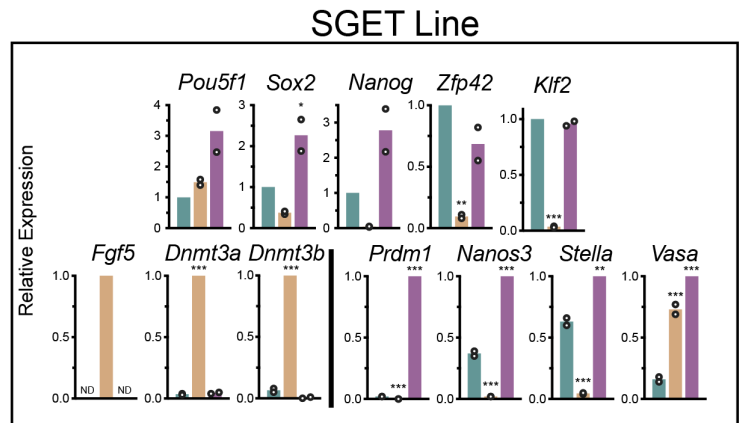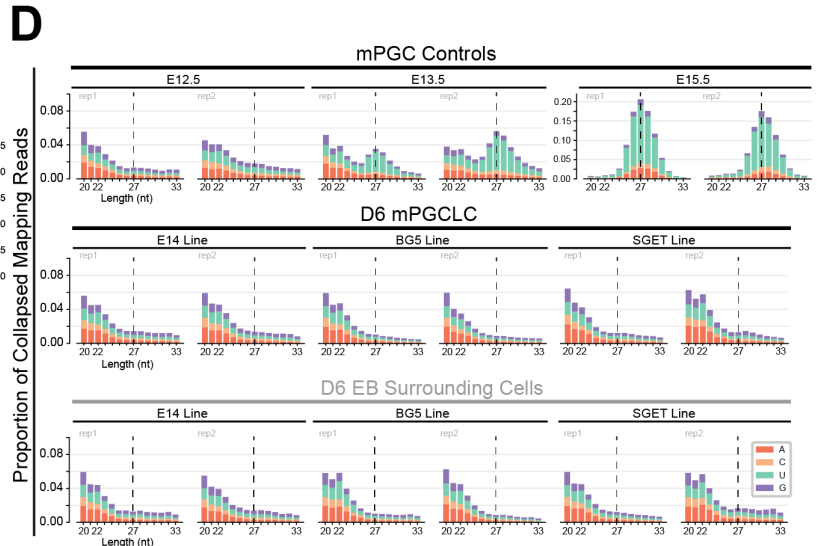

**Figure S2. Validation of mPGCLCs.** (A) UMAP plot of scRNAseq profiles, color coded by sample of origin, with Embryoid Body (EB) replicates indicated. Individual UMAP plots for each EB replicate shown, with all other samples greyed out. (B) UMAP plots colored by the expression levels of key genes involved in: pluripotency network, early germ cell markers, epiblast markers, and additional piRNA biogenesis members. Scales are logarithmic and rescaled for each gene. (C) Relative mRNA expression levels as detected by RT-qPCR for pluripotency markers (top), mEpiLC markers (bottom-left) and germ cell markers (bottom-right). Normalized to *Arbp*, relative to either mESC (top), mEpiLC (bottom-left) or mPGCLC (bottom-right) for E14, BG5 and SGET lines. n=2; all data points shown. One-way ANOVA performed, with multiple-comparisons against mESC. \*\*\* $p < 0.001$ , \*\* $p < 0.01$ , \* $p < 0.05$ , ND= not detected. (D) Small RNA length distributions and 5'-nucleotide bias of sorted mPGCs and various lines of sorted Day 6 (D6) mPGCLCs alongside their respective surrounding EB negative control cells. Y-axis represents the proportion of genome-mapping collapsed reads. Expected fetal piRNA peak of 27-nt indicated with a dashed line for clarity. n=2; all replicates shown.

SUPPLEMENTARY TABLES

740 **Supplementary Table 1: List of qPCR Primers**  
741

| Gene                  | Forward                   | Reverse                  |
|-----------------------|---------------------------|--------------------------|
| <i>ARBP</i>           | CAAAGCTGAAGCAAAGGAAGAG    | AATTAAGCAGGCTGACTTGGTTG  |
| <i>MIWI2</i>          | AACCGGTGGTACAGACACAA      | CGAGCCGCACTCTGTTACAC     |
| <i>MILI</i>           | TCCAGGAGAGAGCGAGAGAG      | CCAATTCCTTATCTTTCCACCACG |
| <i>POU5F1 (Oct4)</i>  | CCAATCAGCTTGGGCTAGAG      | CTGGGAAAGGTGTCCCTGTA     |
| <i>SOX2</i>           | ACCAGCTCGCAGACCTACAT      | TGGAGTGGGAGGAAGAGGTA     |
| <i>NANOG</i>          | ACCTGAGCTATAAGCAGGTTAAGAC | GTGCTGAGCCCTTCTGAATCAGAC |
| <i>ZFP42</i>          | GGCCTCTTTTGGTATTCCATGG    | CCCATCCCCTTCAATAGCACAT   |
| <i>KLF2</i>           | TCGAGGCTAGATGCCTTGTGA     | AAACGAAGCAGGCGGCAGA      |
| <i>FGF5</i>           | AAAGTCAATGGCTCCCACGAA     | CTTCAGTCTGTACTTCACT      |
| <i>DNMT3A</i>         | GACTCGCGTGCAATAACCTTAG    | GGTCACTTTCCTCACTCTGG     |
| <i>DNMT3B</i>         | CCCATGCAATGATCTCTCTAAC    | AGAATGGACGGTTGTCGC       |
| <i>PRDM1 (Blimp1)</i> | GGGAAACCCAAGAGCCTTAC      | GCTTGCTAGCATGTGTGGAA     |
| <i>NANOS3</i>         | CACTACGGCCTAGGAGCTTGG     | TGATCGCTGACAAGACTGTGG    |
| <i>DPPA3 (Stella)</i> | AGGCTCGAAGGAAATGAGTTTG    | TCCTAATTCTTCCCGATTTTCG   |
| <i>DDX4 (Vasa)</i>    | CAGTTTGCAATGTGAGCTTTG     | GGGGGAAATGTGTTTCATCTT    |

742 **Supplementary Table 2: Small RNA Libraries**  
743

| Library          | Total Cleaned Reads | Total Mapping Reads | Percentage Mapping Reads (%) |
|------------------|---------------------|---------------------|------------------------------|
| mPGC_E12.5_1     | 12395543            | 7447873             | 60.1                         |
| mPGC_E12.5_2     | 21445408            | 13614516            | 63.5                         |
| mPGC_E13.5_1     | 19232777            | 12043363            | 62.6                         |
| mPGC_E13.5_2     | 31039306            | 19734948            | 63.6                         |
| mPGC_E15.5_1     | 19044068            | 13601492            | 71.4                         |
| mPGC_E15.5_2     | 36877398            | 26552524            | 72.0                         |
| mPGCLC_E14_1     | 12264055            | 8274092             | 67.5                         |
| mPGCLC_E14_2     | 12158964            | 8046414             | 66.2                         |
| mPGCLC_BG5_1     | 12131668            | 8251090             | 68.0                         |
| mPGCLC_BG5_2     | 16446437            | 10227279            | 62.2                         |
| mPGCLC_SGET_1    | 18697271            | 10209580            | 54.6                         |
| mPGCLC_SGET_2    | 15190410            | 9526338             | 62.7                         |
| Non-PGCLC_E14_1  | 12287433            | 7421061             | 60.4                         |
| Non-PGCLC_E14_2  | 20141629            | 12899662            | 64.0                         |
| Non-PGCLC_BG5_1  | 15122499            | 9453155             | 62.5                         |
| Non-PGCLC_BG5_2  | 23131777            | 14444567            | 62.4                         |
| Non-PGCLC_SGET_1 | 22435538            | 14404300            | 64.2                         |
| Non-PGCLC_SGET_2 | 16469987            | 9775392             | 59.4                         |

744 **Supplementary Table 3: List of Antibodies**  
745

| Antibody | Conjugation     | Company        |
|----------|-----------------|----------------|
| Ssea1    | Alexa Fluor 660 | eBioscience    |
| Ssea1    | Alexa Fluor 647 | BioLegend      |
| Cd61     | PE              | BioLegend      |
| Cd61     | BV421           | BD Biosciences |

746 **Supplementary Table 4:** Percent Contribution of Bulk Samples to scRNA-seq  
747 Louvain Clusters

|                       | <b>louvain<br/>0</b> | <b>louvain<br/>1</b> | <b>louvain<br/>2</b> | <b>louvain<br/>3</b> | <b>louvain<br/>4</b> | <b>louvain<br/>5</b> | <b>louvain<br/>6</b> | <b>louvain<br/>7</b> | <b>Total<br/>cells</b> |
|-----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|----------------------|------------------------|
| <b>E10.5<br/>mPGC</b> | 0.00%                | 0.00%                | 0.00%                | 0.00%                | 0.00%                | 100.00%              | 0.00%                | 0.00%                | 149                    |
| <b>E13.5<br/>mPGC</b> | 0.00%                | 0.00%                | 0.00%                | 0.00%                | 98.66%               | 1.34%                | 0.00%                | 0.00%                | 1417                   |
| <b>EBd6<br/>Rep1</b>  | 73.37%               | 0.18%                | 13.67%               | 0.00%                | 0.00%                | 6.90%                | 5.13%                | 0.75%                | 2261                   |
| <b>EBd6<br/>Rep2</b>  | 74.56%               | 0.09%                | 13.66%               | 0.00%                | 0.00%                | 7.77%                | 3.44%                | 0.47%                | 2123                   |
| <b>EBd6<br/>Rep3</b>  | 67.73%               | 0.05%                | 22.41%               | 0.02%                | 0.00%                | 6.42%                | 2.96%                | 0.42%                | 6662                   |
| <b>mESCs</b>          | 0.00%                | 0.00%                | 0.00%                | 100.00%              | 0.00%                | 0.00%                | 0.00%                | 0.00%                | 2044                   |
| <b>mEpiLC</b>         | 0.03%                | 99.87%               | 0.06%                | 0.00%                | 0.00%                | 0.03%                | 0.00%                | 0.00%                | 3087                   |

How the deposited data were processed for this re-analysis (not part of the article)

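Small RNA was sequenced from male mPGCs at E12.5, E13.5 and E15.5 and from D6 mPGCLCs of the SGET line, with 2 libraries per group and 8 in all. Each mPGC replicate came from pooled embryos of a different litter, as the paper describes. Samples were mapped to groups by their labels and by the library names of Supplementary Table 2.

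The authors trimmed adapters and random ends with cutadapt, mapped reads to GRCm38 with STAR, assigned each multimapping read to a single random place, and deposited the raw count of each distinct sequence, without normalization. The deposited counts of all 8 libraries sum to the mapping reads of Supplementary Table 2. Libraries held between 7447873 and 26552524 reads, so the smallest share that 3 counts can show lay between 1.1e-05% and 4.0e-05%. These floors and the 95% Wilson intervals cover counting error only, since PCR copies are not independent molecules. The paper names both HiSeq and NovaSeq instruments without assigning them to libraries, so no sequencing batch could be separated.

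From the counts, shares of mapping reads, percents of 5′-U, collapsed shares over distinct sequences, ratios of 27-nt to 24-nt 5′-U reads and distances between profiles were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Groups were compared by exact two-sided permutation tests, whose smallest p is 0.33. Counts of 56 classes of length and 5′ nucleotide, and of distinct sequences passing edgeR's default filter, were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, all 4 groups in one fit, total mapping reads as library size, Benjamini-Hochberg adjustment). The standard error of a log2 fold change is the one implied by the F statistic. The test pools the spread over classes or sequences of the same libraries, which are not independent replicates, so small p-values can overstate the evidence. DESeq2 1.42.0 was an alternative, with size factors from the median of ratios for classes and from positive counts for sequences. Both were tested on simulated data with a dispersion of 0.05. Each recovered 100.0% of 10 changed classes among 56, and DESeq2 also called 4.35% of the unchanged classes. Of the 192 changed sequences that passed the filter among 45780, edgeR recovered 86.5% and DESeq2 72.9%. The common dispersion of the real sequences was 6.27. At that dispersion, of 153 changed sequences among 38230, edgeR recovered 0.0% and DESeq2 5.23%, and in a comparison without change edgeR called 0.0% of sequences and DESeq2 3.13%.

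Replicate numbers come from the sample labels, and same-numbered replicates of different groups are different animals or cultures. A geometric mean of ratios is the same for either pairing of the replicates, so for the folds this paired estimate cannot show an effect of pairing.

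The text names the 27-nt 5′-U, 22-nt 5′-U and 22-nt 5′-A classes, the 3 sequences of 26 to 29 nt with 5′-U with the highest mean share at E15.5, and the most abundant sequence of 21 to 23 nt at E12.5 and in SGET mPGCLCs, by a rule set beforehand. Sequences were matched exactly to GENCODE M21 transcripts. Positions of piRNAs in the genome outside annotated transcripts were not analysed here. Alternatives to the denominator, length range, count minimum, normalization, test and replicates were tried.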

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

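The tests below were set before their results were seen, but the SGET mPGCLC fragment was chosen after its values were seen.

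The paper does not report base composition inside the reads. Among distinct 26 to 29 nt sequences without a 5′-U, A was at position 10, counted from 1 at the 5′ end, in 48.3% and 49.7% of sequences in the E15.5 libraries, against 24.03% and 25.9% at E12.5 and 23.6% and 21.6% in SGET mPGCLCs. The excess over positions 8, 9, 11 and 12 was 20.5 and 22.1 percentage points at E15.5. Base composition near position 10 was tested by the excess at every other position from 5 to 20, and in both E15.5 libraries the excess at position 10 was larger, by at least 15.2 points. A at position 10 is a mark of ping-pong amplification, for which the test set beforehand required an excess at both E13.5 and E15.5. At E13.5 the excess was -0.351 and 0.135 points, so that test was not met. The lowest value of the 2 stages was only 1.23 points above the highest of the E12.5 and SGET mPGCLC libraries. An excess limited to E15.5 may still come from ping-pong amplification, but this narrower form was stated only after the values were seen and was not tested on other data.

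The sequence TTCCCGCTCCCCGTTCCTCCCGACCC, of 26 nt with a 5′-U, had 0.0119% and 0.0122% of mapping reads in the SGET mPGCLC libraries (1212 and 1158 counts) and 0 counts in all 6 mPGC libraries. It was found in 0 annotated rRNA, snRNA, snoRNA or tRNA transcripts. RNAs outside this annotation, such as the ribosomal RNA precursor and nuclear tRNAs, were not analysed here, so the fragment cannot be told apart from a fragment of those. The SGET line and the mPGCs also differ in strain, whose effect was not tested.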

How the results depend on the processing

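Alternatives were set before the data were examined, except the counts above the valley and the crossed pairing, which were chosen after seeing the data. The direction of the 27-nt share was kept for E15.5 over E13.5, E13.5 over E12.5 and SGET mPGCLC over E13.5 under each alternative tried. The file total as denominator equals the mapping reads and could not move a share. The exact permutation tests cannot pass 0.05 with 2 libraries per group and show no stability. Causes of the changes below were not tested.

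For 27-nt shares, E15.5 over E13.5 was 4.08 with 20 to 33 nt reads and 39.7 with 21 to 23 nt reads as denominator. With 5′-U reads only, E13.5 over E12.5 was 6.10, SGET mPGCLC over E13.5 was 0.187 and SGET mPGCLC over E12.5 reversed to 1.14. As replicate block, the geometric means of paired ratios were 7.46, 2.46, 0.930 and 0.379 for E15.5 over E13.5, E13.5 over E12.5, SGET mPGCLC over E12.5 and SGET mPGCLC over E13.5. Across fits that each left out one replicate, these folds ran from 5.89 to 9.46, 1.94 to 3.11, 0.847 to 1.02 and 0.2997 to 0.482.

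The difference in 5′-U percent of 27-nt reads from E12.5 was 38.04 points at E13.5 and 41.9 at E15.5 in distinct sequences, 35.00 and 46.6 for 26 to 29 nt reads, and 48.2 and 54.4 in distinct sequences above the count valley. For SGET mPGCLC it reversed to -0.0051 in distinct sequences and to -1.32 for 26 to 29 nt. Leaving out one replicate gave 39.6 to 43.99, 48.9 to 53.2 and 2.70 to 9.91 points for E13.5, E15.5 and SGET mPGCLC.

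The collapsed share at E15.5 over E12.5 was 4.33 with distinct sequences of 20 to 33 nt as denominator. Leaving out one replicate gave 2.24 to 3.56, 10.4 to 14.3 and 0.698 to 0.960 for E13.5, E15.5 and SGET mPGCLC over E12.5. Without the 100 most abundant sequences the 22-nt share was 5.42% at E12.5, 5.62% at E13.5, 1.10% at E15.5 and 6.17% in SGET mPGCLC.

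The ratio of 27-nt to 24-nt 5′-U reads was 0.115, 0.548, 6.01 and 0.239 at E12.5, E13.5, E15.5 and in SGET mPGCLC. The ratio was 0.205, 0.471, 5.66 and 0.253 at E12.5, E13.5, E15.5 and in SGET mPGCLC for any 5′ nucleotide. In distinct sequences it was 0.686, 8.49 and 0.624 at E12.5, E15.5 and SGET mPGCLC, and at E13.5 it reversed from below to above 1, to 3.81. Distances to E12.5 of SGET mPGCLC, E13.5 and E15.5 were 10.7, 24.5 and 62.2 points in distinct sequences, 15.3, 23.2 and 54.3 for 24 to 33 nt, and 10.6, 10.8 and 68.6 by length only. By length only, SGET mPGCLC and E13.5 were about equally far from E12.5. With at least 3 counts, 0.777% of the E15.5 sequences were detected in SGET mPGCLC.

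The log2 fold change of the 27-nt 5′-U class kept its side of the threshold in each fit of classes with replicates. The adjusted p ran from 4.3e-16 to 1.4e-05 for E13.5 minus E12.5, 1.6e-18 to 1.7e-06 for E15.5 minus E13.5, 0.483 to 0.963 for SGET mPGCLC minus E12.5 and 2.0e-11 to 3.3e-05 for SGET mPGCLC minus E13.5. Leaving out one replicate gave 2.22 to 2.92 for E13.5 minus E12.5, 2.73 to 3.42 for E15.5 minus E13.5, -0.12 to 0.44 for SGET mPGCLC minus E12.5, where the sign reversed once, and -2.73 to -2.03 for SGET mPGCLC minus E13.5. In that last comparison 1 class was higher, against 2 with DESeq2, 0 with only the 2 groups compared and 0 with the crossed replicate block. In each of these fits 7 classes were lower. For E13.5 minus E12.5 the replicate block gave 2.60 in place of 2.61, with a correlation of -0.0231 between same-numbered libraries across classes. Across single sequences that correlation was 0.280, and the replicate block gave 0 higher and 0 lower with 130 at an unadjusted p under 0.05, against 0 and 0 with 293 without it.

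Tests of single sequences depended on the tool. In the simulation with the common dispersion given to every sequence, DESeq2 made calls without a change and edgeR made none with one. That setting need not match the real sequences. With DESeq2, 1437 were higher and 389 lower for E13.5 minus E12.5 (180 and 7 among 26 to 29 nt 5′-U), 2598 and 979 for E15.5 minus E13.5 (1445 and 9), 1293 and 583 for SGET mPGCLC minus E12.5 (19 and 16), and 483 and 821 for SGET mPGCLC minus E13.5 (10 and 194). edgeR gave 0 and 0 (293 at an unadjusted p under 0.05), 0 and 67, 5 and 9, and 2 and 15. With TMM normalization, E15.5 minus E13.5 gave 4 lower (0 among 26 to 29 nt 5′-U), SGET mPGCLC minus E12.5 gave 0 higher, and SGET mPGCLC minus E13.5 gave 0 higher (0 of 26 to 29 nt 5′-U) and 8 lower. With only the 2 groups compared, E15.5 minus E13.5 gave 1 lower among 26 to 29 nt 5′-U, SGET mPGCLC minus E12.5 gave 0 and 0 with 5395 at an unadjusted p under 0.05, and SGET mPGCLC minus E13.5 gave 0 higher (0 of 26 to 29 nt 5′-U) and 2 lower. With 1 count in at least 2 libraries, E15.5 minus E13.5, SGET mPGCLC minus E12.5 and SGET mPGCLC minus E13.5 gave 0 higher and 0 lower, with 1252, 910 and 996 at an unadjusted p under 0.05. With the replicate block, SGET mPGCLC minus E12.5 gave 1 higher of 26 to 29 nt 5′-U and SGET mPGCLC minus E13.5 gave 5 higher. Leaving out a replicate leaves 1 library in a group, so no count of sequences was made.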

Differences from the paper's values

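The paper's fold of the 27-nt peak at E15.5 over E13.5 is 6.6, and the value here was 7.26, a difference smaller than its propagated SD of 2.39. The nearest alternative, 26 to 29 nt reads, gave 6.74. Of the alternatives set before the data were examined, reads of 20 to 33 nt as the denominator gave 4.08, reads of 21 to 23 nt gave 39.7, and leaving out E13.5 replicate 2 gave 9.46. Each of these lay further from the paper's value than that SD.

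The paper describes a peak at 27 nt with a 5′-U at E13.5. Among 5′-U reads of 26 to 33 nt, the most frequent length here was 26 nt in E13.5 replicate 1 and 27 nt in replicate 2. In replicate 1 there were 184571 such reads of 26 nt against 177760 of 27 nt. A 26-nt sequence whose first 25 nt match Mir182 had 22353 of them, more than this gap. In both libraries 5′-U reads of 25 nt were more frequent than those of 27 nt, with 1.76% against 1.48% of mapping reads in replicate 1 and 2.61% against 2.39% in replicate 2. The 25-nt 5′-U reads were already 1.38% and 2.42% in the E12.5 libraries. When each distinct sequence was counted once, the most frequent length from 25 to 33 nt was 27 nt in both E13.5 libraries.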

Other observations

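The tests of a second mode by sequences counted once and by depth, and the test of the SGET mPGCLC 5′-U reads, were chosen after the results were seen. The tests of near-identical sequences and of carry-over were set before theirs.

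Counts per distinct sequence had 2 modes in each library, one at a single count and another far higher. The reads of a library divided by its second mode differed 19.1-fold between the highest and lowest library, so depth alone would not place the second mode. Of 27-nt 5′-U sequences counted once, a median of 74.3% over the 8 libraries differed by 1 base from a sequence above the valley between the modes. In E12.5 replicate 2 it was 29.0%. Of 27-nt 5′-U sequences above the valley, a median of 10.6% differed by 1 base from another such sequence, less than was found for sequences counted once. In E12.5 replicate 2 it was 16.9%, closer to its 29.0%. Errors in PCR copies or in sequencing may make part of the sequences counted once, but cannot be told apart from true variants of low count. E15.5 replicate 2 had the most reads, 26552524, but 26836 sequences above its valley, against 316527 in E15.5 replicate 1. The valleys lay at 90 counts in replicate 2 and 3 in replicate 1, so these numbers rest on different cut-offs. Without a cut-off, replicate 2 had 365796 distinct sequences and replicate 1 had 785269, a smaller gap in the same direction. No biological explanation was tested. Of the 13638 sequences of 26 to 29 nt with 5′-U above the valley in replicate 2, 13.7% were counted at all in replicate 1. In the other direction, 1.82% of the 169181 above the valley in replicate 1 were counted at all in replicate 2.

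In SGET mPGCLCs, the 10 most abundant sequences held 53.0% of 27-nt 5′-U reads on average, so these reads may be mostly a few abundant fragments. In E12.5 mPGCs they held 34.2%.

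Of the 1866 sequences of 26 to 29 nt with 5′-U that had at least 10 counts in both E15.5 libraries, 155 were counted in E12.5 replicate 2 and 29 in E12.5 replicate 1. The share of detected sequences at or under the count valley was 86.5% in E12.5 replicate 2, which is what carry-over of single reads from another library could give. It was 31.0% in E12.5 replicate 1, 17.1% and 31.1% at E13.5, and 28.6% and 13% in SGET mPGCLCs. Low counts of sequences truly present would look the same, so carry-over cannot be told apart from them in E12.5 replicate 2.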
